# Global Transcriptome Characterization and Assembly of the Thermophilic Ascomycete *Chaetomium thermophilum*

**DOI:** 10.3390/genes12101549

**Published:** 2021-09-29

**Authors:** Amit Singh, Géza Schermann, Sven Reislöhner, Nikola Kellner, Ed Hurt, Michael Brunner

**Keywords:** genome-wide annotation, *Chaetomium thermophilum*, transcriptome assembly, R package, Enzyme Commission number, Gene Ontology, industrial application, novel genes

## Abstract

A correct genome annotation is fundamental for research in the field of molecular and structural biology. The annotation of the reference genome of *Chaetomium thermophilum* has been reported previously, but it is essentially limited to open reading frames (ORFs) of protein coding genes and contains only a few noncoding transcripts. In this study, we identified and annotated full-length transcripts of *C. thermophilum* by deep RNA sequencing. We annotated 7044 coding genes and 4567 noncoding genes. Astonishingly, 23% of the coding genes are alternatively spliced. We identified 679 novel coding genes as well as 2878 novel noncoding genes and corrected the structural organization of more than 50% of the previously annotated genes. Furthermore, we substantially extended the Gene Ontology (GO) and Enzyme Commission (EC) lists, which provide comprehensive search tools for potential industrial applications and basic research. The identified novel transcripts and improved annotation will help to understand the gene regulatory landscape in *C. thermophilum.* The analysis pipeline developed here can be used to build transcriptome assemblies and identify coding and noncoding RNAs of other species.

## 1. Introduction

*Chaetomium thermophilum* is a thermophilic filamentous ascomycete, with the ability to grow at 50–52 °C. It lives saprophytically and thrives on decomposing plant material [1]. Its lignocellulolytic lifestyle produces different lignocellulolytic thermostable enzymes, such as cellulase, xylanase, laccase, chitinases, and proteases [2,3,4,5,6]. The thermostability of these enzymes makes *C. thermophilum* a model organism of choice in various biotechnological, pharmaceutical, and food processing industries. In the past decade, *C. thermophilum* has attracted attention to different applications such as starch degradation, hydrolysis of cellulose for bioethanol production, as well as other applications requiring enzymatic activities at higher temperatures [6,7,8,9,10,11,12,13,14]. Additionally, owing to the thermostability of its proteins, the structures of many *C. thermophilum* proteins and protein assemblies have been solved with high resolution in various crystallization and cryo-electron microscopy studies, which improved our understanding of the structural organization and function of higher order protein complexes. These include the Crm1 export factor, the splicing factor Cwc27, mRNA export factor Mex67-Mtr2, the FACT complex, the eukaryotic RAC chaperone, the nuclear pore Nsp1-channel complex, and the 90 S pre-ribosomal complex [15,16,17,18,19,20,21,22]. The initial annotation of the genome of *C. thermophilum* [23] was substantially improved [24]. It has a size of 28.3 MB and was assembled into 20 scaffolds containing 7165 protein coding and 387 noncoding genes. Despite recent advances in sequencing technologies [25,26,27,28], the *C. thermophilum* genome annotation has not been substantially improved as it lacks proper annotation of untranslated regions (UTRs), and the majority of intron-exon structures are computationally predicted rather than experimentally determined. Given the large increase in the number of genomic studies on *C. thermophilum,* a comprehensive genome annotation will be helpful for further functional, structural, proteomic, genomic, and transcriptomic analyses. In this study, we present an improved annotation of the *C. thermophilum* genome based on deep RNA sequencing and establish pipeline tools for the analysis of sequencing data. Our annotation identified 7044 expressed protein-coding genes and 4567 long noncoding RNAs (lncRNAs). Moreover, we detected UTRs and intron-exon boundaries as well as transcript isoforms. Sequence homology studies revealed that *C. thermophilum* and *Thermothelomyces thermophila* share close sequence similarity of coding transcripts. Downstream analysis of genomic and transcriptomic sequence data is widely used to predict gene function, identify biomarkers, and group and classify gene expression patterns. Therefore, we present an extended Gene Ontology (GO) and Enzyme Commission (EC) numbers associated with the protein-coding genes of *C. thermophilum*.

## 2. Materials and Methods

### 2.1. RNA Isolation and Sequencing

A *C. thermophilum* wild type strain was received from DSMZ, Braunschweig, Germany (No. 1495). The mycelium was harvested from an overnight grown CCM plate [29] and subsequently cultured in liquid growth medium (0.5 g NaCl, 0.65 g K_2_HPO_4_·3H_2_O, 0.5 g MgSO_4_·7H_2_O, 0.01 g Fe (III)-sulfatehydrate, 10 g D-glucose, and 1 g each of peptone and yeast extract per liter H_2_O, pH 7.0) in 250 mL Erlenmeyer flasks at 52 °C and 110 rpm for six hours. The sieved and dried biomass was ground to a fine powder in liquid nitrogen. Then, 100 mg of mycelial powder from three independent biological replicates was used for total RNA-extraction using the SV total RNA isolation system (Promega). The libraries were prepared with the NEBNext Ultra II Directional RNA Preparation Kit for Illumina in combination with NEBNext PolyA selection Module, plus the NEBNext Multiplex Oligos for Illumina, and single-end sequencing was performed by the CellNetworks Deep Sequencing Core Facility (Heidelberg, Germany) on an Illumina NextSeq 500 platform.

### 2.2. RNA Sequencing Data Analysis

The quality assessment of raw sequence data was performed by FastQC (Version: FastQC 0.11.5) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 April 2018). No samples were discarded from the analysis. The *C. thermophilum* reference genome and gene annotation files were downloaded from the Ensemble genome browser (version 2.8) and a pipeline was developed to annotate UTR regions and to identify putative novel transcripts (Figure 1A). The raw reads were mapped to the *C. thermophilum* genome using HISAT2 with the following parameters (Version: 2.1.0; [hisat2 -p 8 -x -max-intronlen 2000 -dta-U]) [30]. For each sample, the mapped reads from HISAT2 were assembled separately using StringTie with parameter settings (Version: 1.3.3b; [stringtie -o -m 50 -p 8 -j 3 -c 5 -g 15]) [31]. The multiple transcript assembly files from the different samples were used together to produce a distinctive transcriptome set using gffcompare with parameter settings (Version: v0.10.1; [gffcompare-merge -K -o gffcomp -i]) [25]. Based on the previous assembly results, transcripts shorter than 200 nt were excluded to identify transcripts from the merged transcript assembly. According to gffcompare, class codes “i”, “u”, ”y”, and “x” were considered novel transcriptional loci. The coding potential calculator (CPC2) was used to evaluate the coding potential of all transcripts [32].

### 2.3. Sequence Conservation and GO Annotation

The sequence conservation analysis was performed using dc-mega BLAST (Version: 2.7.1+) [33]. All coding and noncoding transcripts including the identified novel transcript sequences were used for this analysis. *Sordaria macrospora* (NCBI taxid-5147), *Neurospora crassa* (NCBI taxid-5141), *Aspergillus niger* (NCBI taxid-5061), *Saccharomyces cerevisiae* (NCBI taxid-4932), *Takifugu rubripes* (NCBI taxid-31033), and *Thermothelomyces thermophila* (NCBI taxid-78579) were chosen to study the sequence similarity analysis using BLAST (E value, 1 × 10^−3^). phyloT (https://phylot.biobyte.de, accessed on 24 April 2018) was used for the construction and visualization of a phylogenetic tree of the species mentioned above. Additionally, the functional annotation of *C. thermophilum* transcripts was analyzed using Blast2GO [Version 5.1.1] [34], as described in the manual. The annotated GO terms from *Thermothelomyces thermophila*, *Neurospora crassa*, and *Sordaria macrospora* were used as an input for the Blast2GO analysis, based on local blastx. Enzyme Commission numbers were obtained using the same method. The data visualization was carried out using R (Version 3.3.3) [35].

### 2.4. Isoform Annotation

To create the isoform annotation, 9772 coding transcripts were analyzed. The longest non-reverse ORF, in the search order of [blastx-hit-frame1-frame2-frame3], using ATG as start codon and an obligatory stop codon was obtained from Blast2GO. Sequences were grouped by the transcription loci tags pyfaidx python package [36]. All groups were aligned [-output=aln] and similarities were calculated [-otherpg seqreformat -output sim] using the T-Coffee software [37]. Pairwise similarity scores formed two distinct groups. Based on this, the score cutoff level was set at 49 for designating isoforms. All low scoring accepted hits (score 49–60) were manually checked and visualized for correctness. The accepted protein sequence pairs were merged into isoform groups by connectivity calculation in R programming language. Noncoding transcripts were grouped by overlapping features. Software packages, the webpage, and its usage are summarized in Appendix A (Table A1).

## 3. Results

### 3.1. Transcripts Reassembly and Identification of Novel Transcripts

The single-end RNA sequencing data of *C. thermophilum* were obtained in triplicates with a read length of 85 bp. 

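Poly(A)-selected RNA of 3 independent cultures of the wild type strain was sequenced as stranded single-end libraries with reads of 85 bp. The mycelium was grown in liquid medium at 52 °C and 110 rpm for 6 h. The paper gives 10 g glucose per liter of medium, while the sample labels give 8 g. The data used here are the numbers of reads that the authors counted on each gene of the previous annotation after mapping with HISAT2, in the output format of HTSeq-count, without normalization and with 1 file per replicate. They list 7785 genes, of which 7473 have CTHT identifiers and 312 have ENSRNA identifiers, followed by the numbers of reads that were not assigned to a gene. The paper's text does not name the settings of the counting. In total, 47294066, 50128481, and 40119164 reads were counted on genes in replicates 1, 2, and 3 (mean 45847237 ± 5159127, SD, n = 3). With the unassigned reads added, the totals are 69350606, 73230226, and 59976502 reads. Counts were scaled to 1000000 counts on genes per replicate (CPM), so that 3 counts, taken as the smallest number that can be seen, correspond to 0.0634, 0.0598, and 0.0748 CPM. Across all genes, Pearson's r of log2(CPM + 1) was 0.994 between replicates 1 and 2, 0.986 between replicates 2 and 3, and 0.975 between replicates 1 and 3, and Spearman's rho was 0.994, 0.986, and 0.978. These are correlations across genes, which are not independent replicates. The chi-square per gene was 231, 477, and 960.5 in the same order, far above the value of about 1 that the same library sequenced again would give, so no file is a repeat of another. That the cultures were independent is stated by the authors and was not tested. The biological coefficient of variation between the replicates, from edgeR's common dispersion over 6662 genes with at least 10 counts in every replicate, was 0.245. Without replicate 3 it was 0.152. All replicates are of the same condition, and no groups of samples were compared.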

A schematic overview of the analysis pipeline is shown in (Figure 1A). We performed short read gapped alignment using HISAT2 [30] and recovered more than 95% of mapped reads, as shown in Appendix A (Table A2). 

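Of the input reads, 95.94%, 95.87%, and 95.83% were aligned in replicates 1, 2, and 3, as calculated from the unaligned reads that the counts list. On average, 67.8% ± 0.837 (SD, n = 3) of the input reads were counted on a gene of the previous annotation, and 24.9% ± 0.924 were aligned but assigned to none of these genes. A further 2.98% ± 1.60 overlapped more than 1 gene, and 0.107% ± 0.00668 were aligned at more than 1 position. The share of reads that overlapped more than 1 gene was 1.74% in replicate 1, 2.40% in replicate 2, and 4.79% in replicate 3. A single gene, CTHT_0000050, received 5.06% of the input reads in replicate 1, 8.11% in replicate 2, and 15.4% in replicate 3 (Wilson 95% confidence intervals 5.05 to 5.06%, 8.10 to 8.11%, and 15.4 to 15.5%). These intervals cover the counting error only and are much narrower than the differences between the replicates.

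**Figure D1:**
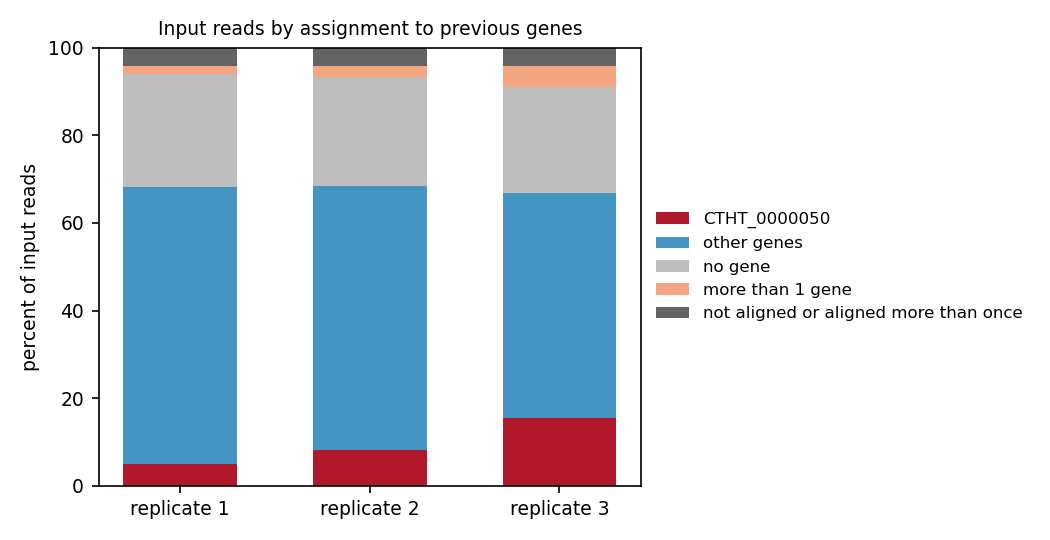
Share of the input reads (y axis, percent) in each replicate (x axis) that was counted on CTHT_0000050, on other genes, on no gene of the previous annotation, or on more than 1 gene, and the share that was not aligned or aligned more than once. The reads counted on genes make up 68.2%, 68.5%, and 66.9% of the input reads, while the part on CTHT_0000050 rises from 5.06% to 15.4%.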

We used StringTie [31] to de novo assemble the three samples separately. The assembled transcript files from these three samples were merged into a combined set of transcripts using the gffcompare utility provided by Cufflinks. After manual curation of 17 transcripts and filtering the transcript length (>200 nt), a total of 15,363 reliable transcripts were obtained. A comparison of these transcripts (Gffcompare statistics) compared with the previously annotated genes is shown in Figure 1B. In total, the transcripts were assigned to 7044 coding genes represented by 9772 transcripts and transcript isoforms, and 4567 noncoding genes represented by 5591 transcripts and transcript isoforms (Figure 1C). The transcripts annotated class codes are listed in Appendix A (Table A2). Transcripts annotated to gffcompare classes u (no overlap, *n* = 2744), x (opposite strand, *n* = 1754), i (contained in reference intron, *n* = 28), and y (contains a reference gene within intron, 5 transcripts) are called novel transcripts in our analysis. 

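The counts on the previous genes allow a look at loci where the assembly lists transcripts on the opposite strand only. In the parts of Tables S2 and S3 used here, 20 previous genes with CTHT identifiers are named only by transcripts of class code x. Their median was 0.136 CPM, compared with 33.0 CPM for 869 previous genes that are named by at least 1 transcript on the same strand (class codes =, j, c, e, or o). The difference in the median of log2(CPM + 1) was -4.90 (two-sided permutation test across genes with 100000 resamples, p = 1.00e-05, the smallest p that these permutations can give; adjusted permutation p = 3.00e-05 with Benjamini-Hochberg adjustment over 6 comparisons of gene sets). In the single replicates the difference was between -5.26 and -4.38. With a pseudocount of 0.1 in place of 1 it was -7.13. The transcripts were assembled from the same reads that were counted, so few counts on genes without a transcript on the same strand largely follow from how the sets were formed, and the p-value is no independent evidence. Of the 20 genes, 10 had fewer than 10 counts in every replicate, 19 had at most 100, and 3 had 0. The remaining gene, CTHT_0009130, had 2668, 2552, and 1700 counts. Table S3 lists Gene000917, under another previous identifier, across the interval of the transcript of class code x that names CTHT_0009130. Genes are not independent replicates, so the p-values describe these genes in these samples.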

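In each replicate, a part of the aligned reads was assigned to no gene of the previous annotation. This part was 25.9% of the input reads in replicate 1, 24.9% in replicate 2, and 24.0% in replicate 3, which corresponds to 17957133, 18231188, and 14422681 reads. The counts do not tell where these reads lie. The earlier annotation did not include untranslated regions, so reads of previous genes can be among them. In the part of Table S3 used here, which holds 1727 transcripts of 1235 coding genes, 120 genes (9.7%) have only transcripts of class codes u, x, i, or y, and 148 transcripts carry one of these codes. In the part of Table S2 used here, 754 of 1997 noncoding genes are of class code u and 455 of class code x. The paper takes these class codes as its criterion for transcripts that the previous annotation lacks.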

By these criteria, we identified 679 novel coding genes represented by 892 transcripts and isoforms, as well as 2878 novel noncoding genes represented by 3639 transcripts and isoforms. Further, 749 genes that were classified as coding in the previous annotation were not detected/expressed under our experimental condition (Table S1). These non-expressed putative genes show low conservation in related fungi (below 40%), suggesting that this group may contain falsely annotated genes. 

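Of the 7473 previous genes with CTHT identifiers, 648 (8.7%) had fewer than 10 counts in every replicate, and 300 of these had 0 counts in every replicate. In the single replicates, 697, 699, and 815 genes had fewer than 10 counts (mean 737 ± 67.6, SD, n = 3). The number depends on the rule. With CPM under 1 in every replicate it was 991, with at most 100 counts in every replicate it was 1192, and with each replicate left out in turn it was between 659 and 678. Between the rules lie 544 genes, which reached 10 counts in at least 1 replicate but never more than 100. At least 10 counts in every replicate were found for 6629 genes (88.7%). The files do not state which of the CTHT genes are coding, and the 7473 genes are 308 more than the coding genes that the paper gives for the previous annotation. For comparison, each of the 1034 previous genes that a coding transcript on the same strand names in the part of Table S3 used here had at least 15 counts in every replicate. Those transcripts were assembled from the reads that were counted, so this largely follows from how the set was formed and is no test of the rule. The paper's number is of genes without overlap with an assembled transcript, which the counts do not show directly. From the absence of these genes among its transcripts and from their low conservation in related fungi, the paper proposes that this group may contain falsely annotated genes.

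**Figure D2:**
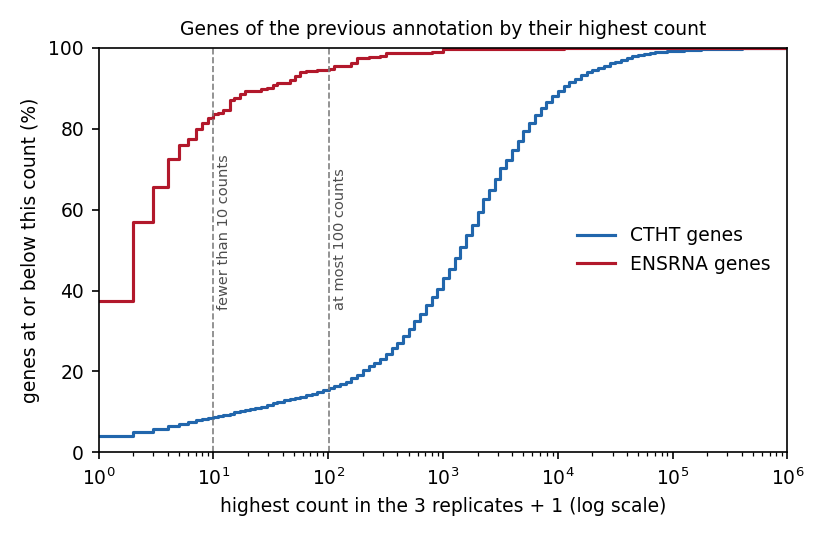
Share of the previous genes (y axis, percent) whose highest count in the 3 replicates is at or below the value on the x axis (highest count + 1, log scale), for CTHT genes and ENSRNA genes. Dashed lines mark the rules of fewer than 10 counts and at most 100 counts, under which 8.7% and 16.0% of the CTHT genes and 83.7% and 94.9% of the ENSRNA genes fall.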

Figure 1D represents the increased lengths of the newly annotated transcripts compared with the earlier annotation, which did not include UTRs. Finally, we created a gene annotation database containing all the above information in a TxDb framework in the R package [38] for *C. thermophilum*. The gene annotation in gene transfer format (gtf) as well as in Microsoft Excel format can be found in Table S2 and Table S3, respectively.

### 3.2. Annotation of the Novel Noncoding RNAs in C. Thermophilum

We identified 5591 noncoding RNA transcripts based on the CPC2 analysis. These include highly expressed contaminant RNA species such as ribosomal RNAs, t-RNAs, snoRNAs, RNase RNAs, and snRNAs. 

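Among the genes of the previous annotation, the 312 ENSRNA genes together received 10013, 11523, and 16140 counts, which was 0.0212%, 0.0230%, and 0.0402% of the counts on genes in replicates 1, 2, and 3 (Wilson 95% confidence intervals 0.0208 to 0.0216%, 0.0226 to 0.0234%, and 0.0396 to 0.0409%; mean 0.0281% ± 0.0105, SD, n = 3). The files do not give the kind of RNA of each ENSRNA gene. The highest of them were ENSRNA049505675 with 171 ± 89.0 CPM, ENSRNA049505814 with 18.0 ± 3.33 CPM, and ENSRNA049505804 with 16.6 ± 2.93 CPM (SD, n = 3). The highest gene of all was CTHT_0000050 with 3507975, 5936810, and 9262289 counts, which was 7.42%, 11.8%, and 23.1% of the counts on genes (mean 14.1% ± 8.08, SD, n = 3). Table S2 lists a noncoding gene over it, NoncodingGene000001, on the plus strand of scaffold scf7180000011800 from 982 to 7268 with class code o. In the same interval it lists noncoding genes on the minus strand from 1533 to 2121 and from 2251 to 3736, whose overlapped feature on the opposite strand is named SSU_rRNA_eukarya, the RNA of the small ribosomal subunit. Table S3 lists a coding gene there as well, Gene000001, on the minus strand from 3860 to 6583, which names CTHT_0000050 with class code x. With CTHT_0000050 taken as noncoding, a choice made after seeing the data, 14.1% of the counts on genes fell on noncoding genes. The next highest CTHT genes were CTHT_0027570 with 25145 ± 633 CPM, CTHT_0018490 with 20935 ± 2345 CPM, CTHT_0017250 with 13916 ± 4307 CPM, and CTHT_0029500 with 11649 ± 1328 CPM. These values depend on the counts of CTHT_0000050, and without it, a choice made after seeing the data, CTHT_0027570 had 29506 CPM. The 10 highest genes together received 26.0% ± 8.32 of the counts on genes, and the 9 of them other than CTHT_0000050 received 11.9% ± 0.831.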

The remaining noncoding transcripts were classified as intronic, intergenic, sense overlap with coding gene, and antisense based on association with annotated protein-coding genes (Figure 2A). In total, we identified 2188 lincRNA genes as intergenic, 1949 antisense genes, and 530 genes overlapping in the sense direction. Moreover, 166 genes are in both sense and antisense; these could represent truncated mRNAs or functional RNAs involved in gene regulation (Figure 2B).

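The part of Table S2 used here lists 1997 noncoding genes, which is 43.7% of the paper's number. Of these, 754 (37.8%) are of class code u, 455 (22.8%) of class code x, and 391 of the class codes for the same strand (=, j, c, e, or o). The noncoding genes themselves are not among the genes that were counted, but the previous genes they overlap are. The 344 CTHT genes that are named by a noncoding gene on the same strand had a median of 15.8 CPM (quartiles 3.67 and 41.0), and 12 of them had fewer than 10 counts in every replicate. Over all CTHT genes the median was 22.3 CPM (quartiles 5.15 and 67.7). Of 1034 previous genes with a coding transcript on the same strand, 134 are also named by an antisense noncoding gene of class code x. Their median was 70.2 CPM, compared with 30.4 CPM for the other 900 genes. Noncoding genes of class code s, or with several class codes, were not counted as antisense here, so they may lie at some of the 900 genes. The difference in the median of log2(CPM + 1) was 1.18 (two-sided permutation test across genes, p = 1.00e-05, the smallest p possible; adjusted permutation p = 3.00e-05), and in the single replicates it was between 1.14 and 1.42. When the genes were divided into 10 groups by their mean CPM, an antisense noncoding gene was listed for 36.5% of the genes in the highest of them, for 15.5% in the next, and for between 5.83% and 13.6% in the others. From these locations, the paper states how many noncoding genes are intergenic, antisense, or overlap in the sense direction.

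**Figure D3:**
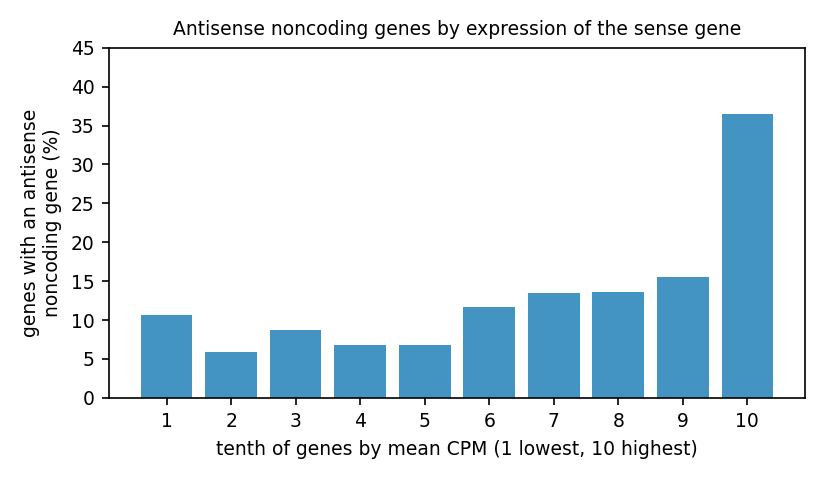
Share of previous genes for which an antisense noncoding gene with class code x alone is listed (y axis, percent) in 10 groups of genes ordered by their mean CPM (x axis, 1 is the lowest). Bars give the share among 103 or 104 genes each. The group with the highest CPM has 36.5%, more than any other.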

### 3.3. Sequence Conservation and Functional Annotation

To assess the conservation of coding and noncoding *C. thermophilum* genes, we constructed a phylogenetic tree including six other species. The analysis indicates that *C. thermophilum* is closely related to *Thermothelomyces thermophila* and more distantly to *Neurospora crassa* and *Sordaria macrospora* (Figure 3A). A local dc-megaBLAST similarity search was carried out for the newly annotated coding, anti-sense, and lincRNAs of *C. thermophilum*. We found that about 90% of the coding and about 30% of the noncoding sequences share significant similarity with *Thermothelomyces thermophila* (Figure 3B). Furthermore, about 80% of the coding and 25% of the noncoding sequence of both *Sordaria macrospora* and *Neurospora crassa* share similarity with *C. thermophilum* (Figure 3B).

Gene Ontology (GO) analysis facilitates the functional annotation of genes. We, therefore, used Blast2GO to associate the transcripts with functional annotation. Altogether, we found 4283 GO terms. 

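GO terms are listed for 1078 of the 1727 transcripts (62.4%) and 749 of the 1235 genes (60.6%) in the part of Table S3 used here. By the previous identifier, 705 previous genes with at least 1 GO term and 329 without could be joined to the counts. The median was 38.2 CPM with and 23.9 CPM without a GO term, and the difference in the median of log2(CPM + 1) was 0.66 (two-sided permutation test across genes with 100000 resamples, p = 3.00e-05; adjusted permutation p = 6.00e-05). In the single replicates it was between 0.66 and 0.82. The quartiles were 4.08 and 6.68 on this scale with and 3.13 and 5.94 without a GO term, so the sets overlapped widely.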

With these, we could annotate 6031 coding transcripts (corresponding to 4336 genes) (Figure 3C). A total of 4468 transcripts (3280 genes) belong to cellular component (CC), 4787 transcripts (3445 genes) belong to molecular function (MF), and 4916 transcripts (3572 genes) belong to biological process (BP). All GO terms are listed in Table S3. The number of transcripts associated with the top 10 GO-slim terms for each category (MF, CC, BP) is shown in Figure S1. Further, we created a GO annotation R package for *C. thermophilum* using the function makeOrgPackage [38]. To facilitate functional gene finding for potential industrial applications, we additionally retrieved Enzyme Commission numbers (E.C.) from the Blast2GO analysis. We could associate 1802 coding transcripts (corresponding to 1366 genes) with 643 E.C. numbers (Table S3). 

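In the part of Table S3 used here, E.C. numbers are listed for 312 transcripts (18.1%) of 227 genes. The 215 previous genes with an E.C. number that could be joined to the counts had a median of 45.6 CPM, and the 819 without had a median of 31.1 CPM. The difference in the median of log2(CPM + 1) was 0.54 (two-sided permutation test across genes with 100000 resamples, p = 0.00101; adjusted permutation p = 0.00151 over 6 comparisons of gene sets). It was between 0.43 and 0.55 in the single replicates and 0.37 when replicate 1 was left out. Genes are not independent replicates, and the test describes these genes in these samples.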

The main E.C. class distribution is shown in Figure S2.

## 4. Discussion

*C. thermophilum* belongs to the group of filamentous fungi that are an economically important, as it developed not only into a relevant resource in pharmaceutical and food processing industries, as well as second generation biofuel production, but also became a scientifically important model organism in basic research. The structural biochemistry community highly appreciates *C. thermophilum* for the analysis of large and/or dynamic protein complexes, particularly in the field of ribosome biogenesis, where its superior protein stability gave rise to unprecedented subatomic cryo-electron microscopy 3D structures [12,13,14,22,39,40,41,42,43,44,45,46,47]. To facilitate further intriguing research on *C. thermophilum* for challenging protein biochemistry studies and biotechnological applications, we greatly improved the understanding of its genetic architecture with a global deep sequencing approach. Additionally, an analysis pipeline was developed to characterize the transcriptome of *C. thermophilum*. The main aim of the study was to provide an improved gene annotation, containing high fidelity coding and noncoding transcripts and isoforms with both 3′ and 5′ UTRs. We evaluated all transcript class codes from our transcriptome assembly and compared them with the previous annotation. We observed substantial discrepancies with the previous annotation of *C. thermophilum*, as only 2935 coding and 143 noncoding transcripts displayed a complete intron match (class code “=“). 

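The class code = is listed for 494 (28.6%) of the 1727 coding transcripts in the part of Table S3 used here. Among previous genes whose listed transcripts are all on the same strand, 466 have at least 1 transcript with a complete intron match. Their median was 35.9 CPM, compared with 29.2 CPM for the 516 genes without such a transcript. The difference in the median of log2(CPM + 1) was 0.29 (two-sided permutation test across genes with 100000 resamples, p = 0.0201; adjusted permutation p = 0.0201). It was between 0.28 and 0.36 in the single replicates, and without replicate 1 the permutation p lay at the threshold of 0.05. With counts divided by the length of the longest listed transcript, a choice made after seeing the data, the difference was 0.63.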

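The 516 previous genes without a complete intron match had quartiles of 3.42 and 6.22 on the log2(CPM + 1) scale. They enter the set because a transcript on the same strand was assembled from the reads that were counted. That they have counts therefore follows from how the set was formed. Among the coding transcripts in the part of Table S3 used here, class code j is the most frequent with 731 transcripts (42.3%), followed by class code = with 494 (28.6%) and class code o with 253 (14.6%).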

The majority of coding transcripts showed at least one intron mismatch compared with the old annotation (class code “j”). 

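Of the 312 ENSRNA genes of the previous annotation, 261 (83.7%) had fewer than 10 counts in every replicate, and 117 had 0 counts in every replicate. In the single replicates, 267, 271, and 274 of them had fewer than 10 counts (mean 271 ± 3.51, SD, n = 3). The number was 286 with CPM under 1 in every replicate, 296 with at most 100 counts, and between 263 and 268 with each replicate left out in turn. At least 10 counts in every replicate were found for 33 ENSRNA genes. The files list 75 fewer ENSRNA genes than the noncoding genes that the paper gives for the previous annotation. Among the CTHT genes, 648 of 7473 had fewer than 10 counts in every replicate. Libraries were selected for poly(A) RNA.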

We observed that 749 coding and 254 noncoding transcripts of the previous annotation were not detected (no overlaps with any identified transcript) in our analysis. Moreover, 104 of these genes were potentially expressed in other growth conditions >100 read counts (unpublished RNA sequencing data), while the remaining genes were not expressed. Furthermore, most of these genes had no homology in related species, suggesting that they might have been wrongly annotated. These unexpressed transcripts are listed in Table S1.

Our transcript assembly revealed that 1640 genes express at least 2–3 transcript isoforms (4368 transcripts, 44.7%), indicating rather complex alternative splicing in *C. thermophilum*. 

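In the part of Table S3 used here, 276 of 1235 coding genes (22.3%) have 2 or more transcripts, and these genes account for 768 of the 1727 transcripts (44.5%). Of these genes, 229 have 2 or 3 transcripts and 16 have more than 5, with 24 as the highest number. Joined to the counts, 254 previous genes of a coding gene with 2 or more transcripts had a median of 42.4 CPM, and 780 previous genes of a coding gene with 1 transcript had a median of 29.9 CPM. The difference in the median of log2(CPM + 1) was 0.49 (two-sided permutation test across genes with 100000 resamples, p = 0.00134; adjusted permutation p = 0.00161). In the single replicates it was between 0.40 and 0.66. The transcripts were assembled from the same reads that were counted, so more counts on a gene can by themselves give more assembled transcripts. The p-value is therefore no independent evidence of a link between expression and the number of transcripts. When counts were divided by the length of the longest listed transcript, a choice made after seeing the data, the difference was 0.27 and no longer distinguishable from chance in the same permutation test (p = 0.121). The longest of several transcripts tends to be longer than a single one, so this division itself tends to lower the difference. These lengths also include untranslated regions, which the earlier annotation did not have. The result therefore does not show that length accounts for the difference. The paper reads the number of genes with several transcripts as a sign of rather complex alternative splicing in *C. thermophilum*, and it adds that complex isoforms cannot be predicted reliably from single-end reads.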

A handful of genes may express even higher numbers of isoforms. However, owing to theoretical limitations in the analysis of the single-end sequencing data, such potentially complex isoforms cannot be reliably predicted. Here, we present all potential transcript isoforms, and the corresponding predicted protein sequences are listed in Table S4 in text file format. Moreover, our analysis revealed a surprisingly high number of noncoding transcripts, both lincRNA and antisense RNAs. Together with the alternative splicing of coding genes, our data suggest a complex transcriptional network of *C. thermophilum*. Comparative sequence analysis uncovered that *C. thermophilum* and *Thermothelomyces thermophila* share 90% genome sequence similarity, as shown in Figure 3B, which is likely to reflect related functions, potentially associated with their thermophilic lifestyles. Functional annotation through Gene Ontology (GO) associations facilitate the interpretation of genomic and transcriptomic sequence data. Functional annotation achieved by the integration of several databases such as KEGG [48], UniProt [49], InterPro [50], Pfam [51], NCBI [52], SEED [53], ConsensusPathDB [54], Reactome [55], and structural annotation tool [56] may help address this question. Our Blast2GO analysis substantially expands the GO term annotations in *C. thermophilum*. Hence, our annotation and transcript assembly open opportunities for the systematic functional analysis of *C. thermophilum* proteins. An example would be a known protein fragment of a laccase enzyme from *C. thermophilum* (Uniprot ID: Q692I0) that was so far not annotated in the genome and the full protein sequence was unknown. We revealed that the gene was expressed in our conditions and have annotated the complete transcript and protein sequence (Gene001724). *C. thermophilum* genes responsible for the formation of conidia are another example of an extended functional annotation. The reproduction cycle of *C. thermophilum* is not well understood, and previously only a single gene had been associated with the formation of asexual spores (conidia). 

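Of the genes with these GO terms, Gene000283 is in the part of Table S3 used here, and the others were not analysed here. Gene000283 lies on the plus strand of scaffold scf7180000011806 from 2024917 to 2028460 and has 1 listed transcript of 3342 nt, whose introns match those of the previous gene CTHT_0005670 completely (class code =). CTHT_0005670 had 8695, 7823, and 5135 counts in replicates 1, 2, and 3, which was 184, 156, and 128 CPM (mean 156 ± 27.9, SD, n = 3). By its mean CPM it ranked 884 among the 7785 genes that were counted. The samples are of mycelium in liquid culture, and no other condition was analysed here.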

Our GO term annotation revealed that several additional genes, such as Gene000283, Gene003743, Gene006754, and Gene006902, are associated with the conidiation process (GO:0048315, GO:0030437, GO:0030435).

Our analysis is solely based on a single growth condition with single-end RNA seq data. Hence, different growth conditions, as well as paired-end sequencing data, could further improve the gene annotation. It has been observed previously that *C. thermophilum* is extremely prone to RNA degradation. Therefore, an improved RNA isolation procedure could decrease the number of truncated transcripts and might further advance the analysis of the *C. thermophilum* transcriptome in the future. In summary, we detected a large number of novel coding and noncoding transcripts and discovered an abundance of alternative splicing in *C. thermophilum*. Thus, our study provides useful resources for functional genomics and proteomics research on *C. thermophilum* and facilitates the analysis of biological and biochemical processes. Moreover, our analysis pipeline could in principle also be used to annotate the genomes of other organisms.

## Figures and Tables

**Figure 1:**
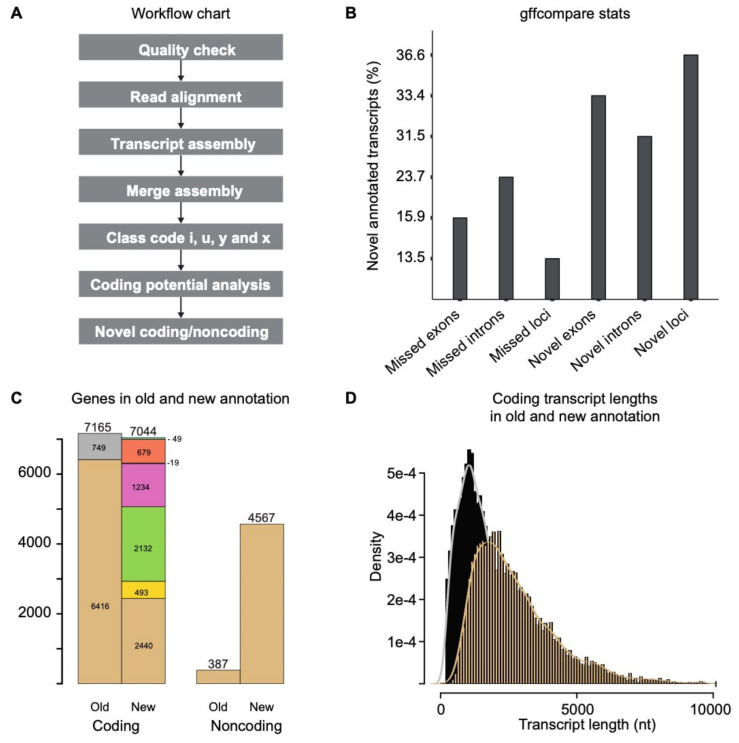
Transcriptome-based annotation of the genome of *C. thermophilum*. (**A**) Schematic overview of the analysis pipeline. (**B**) Fraction of newly annotated transcript that differs from the previous annotation by the indicated *gffcompare* feature. Note that the transcripts add up to more than 100%. (**C**) Stack bar graph comparison of the number of genes of the old and new annotations. Differences are indicated by colored boxes. Coding genes, old annotation: the stacked grey bar represents the number of coding genes (749) that were not expressed (detected) in our conditions. Coding genes, new annotation: Beige: genes without change in the intron structure (*n* = 2440). Yellow: genes where at least one isoform has a novel splicing variant (*n* = 493). Green: genes where all transcripts have at least one intron-exon junction different than in the previous annotation (*n* = 2132). Pink; genes where all junctions are different (*n* = 1234). Blue; genes that are flipped (opposite strand with same or similar splice junctions) (*n* = 19). Orange; completely novel genes (*n* = 679). Aquamarine: uncategorized genes (*n* = 49). (**D**) Histogram representing the lengths of coding transcripts from the new annotation (beige) compared with the previous annotation of ORFs (black). Cutoff at 10,000 nt.

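In the part of Table S3 used here, 7 transcripts of 6 coding genes are of class code s, an intron match on the opposite strand that the paper's table of class codes calls a likely mapping error. They name 6 previous genes, for which reads were counted on the previous gene in every replicate. The lowest was CTHT_0003820 with 2137, 3444, and 3097 counts (63.7 ± 16.6 CPM, SD, n = 3), followed by CTHT_0005590 with 324 ± 14.4 CPM and CTHT_0011870 with 1562 ± 163 CPM. The highest were CTHT_0014000 with 2995 ± 616 CPM, CTHT_0012210 with 4351 ± 992 CPM, and CTHT_0007430 with 4590.5 ± 568 CPM, which rank 35, 25, and 22 among the 7785 genes. All 6 lie above the median of 22.3 CPM over all CTHT genes. A transcript on the same strand is also listed for 3 of them, CTHT_0003820, CTHT_0005590, and CTHT_0007430. The other 3 are on scaffold scf7180000011814, whose minus strand was not used here, so it is not known here if a transcript on the same strand is listed for them. Which of these genes the paper counts as flipped is not stated in its text.

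**Figure D4:**
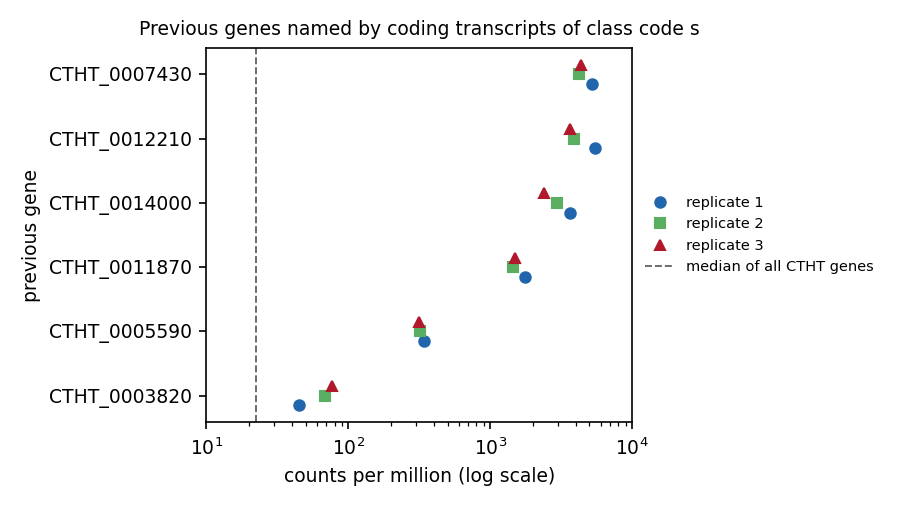
CPM (x axis, log scale) in each of the 3 replicates for the 6 previous genes (y axis) named by coding transcripts of class code s. The dashed line is the median of all CTHT genes, 22.3 CPM, and every replicate of every gene lies above it.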

**Figure 2:**
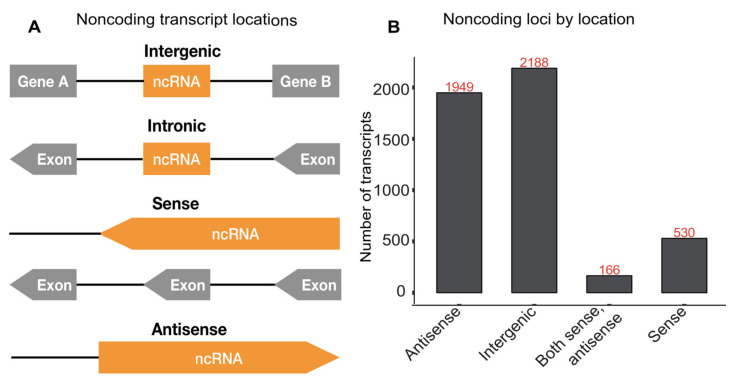
Location of noncoding transcripts. (**A**) Schematic representation of possible locations of noncoding transcripts relative to coding genes. (**B**) Bar graph showing the number of noncoding transcripts at the indicated genomic locations.

**Figure 3:**
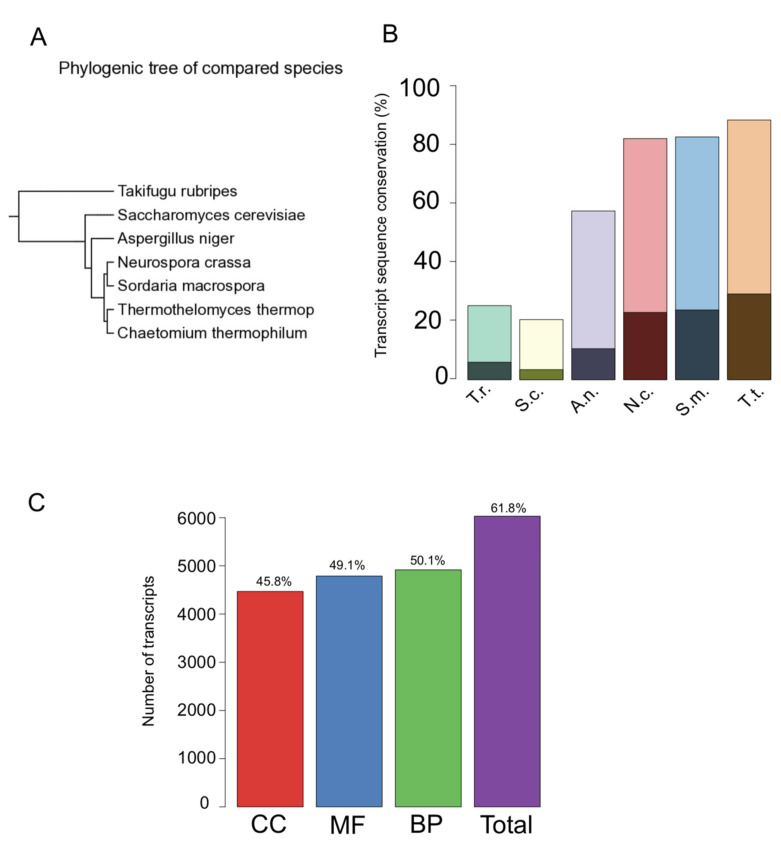
Phylogenetic conservation of coding and noncoding *C. chaetomium* transcripts. (**A**) Phylogenic tree of six indicated species. (**B**) Double bar graph representing the sequence similarity of *C. thermophilum* transcripts with six indicated species. Light bars correspond to the percentage of similar coding transcripts. The dark bars in front correspond to the percentage of noncoding transcripts. (**C**) Number of transcripts associated with the GO annotations “biological process” (BP), “molecular function” (MF), and “cellular compartment” (CC). The right bar indicates the total number of transcripts associated with at least one GO term. The percentage of transcripts associated with the respective GO terms is indicated. Note that a given transcript can be associated with more than one GO term.

## Data Availability

The GO Term and gene annotation R packages of *C. thermophilum* are available in the following link: https://github.com/amit-singh25/Chaetomium-thermophilum, accessed on 17 August 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12101549/s1. Figure S1: Bar graph of top abundant GO slim terms obtained from Blast2GO analysis. GO terms and the corresponding number of transcripts are indicated. Color code: yellow = “cellular component”; green = “biological process”; blue = “molecular function”; Figure S2: (A) Bar graph showing the number of transcripts corresponding to the six major enzyme class codes. (B) Bar graphs 1–6 show the number of transcripts corresponding to the indicated enzyme subclass codes; Table S1: Excel file of 749 coding genes of the old annotation that were not detected in our analysis; Table S2: Complete gene list with essential attributes/annotation feature in gtf file format, which can be used in further genomics and transcriptomics analyses; Table S3: Genes associated with GO annotation and E.C. numbers; Table S4: List of translated protein sequences of all ORFs ≥50 aa containing start and stop codons.

## Appendix A

**Table A1:** (**A**): RNA-seq data alignment results for reads of different samples. (**B**): Different classes of assembled transcripts.

**(A)**		
**Sample Name**	**Input Read**	**Overall Alignment Rate**
G1	69350606	95.94%
G2	73230226	95.87%
G3	59976502	95.83%
**(B)**		
**Class Code**	**Description**	**Total Annotation**
=	Complete match of intron chain	3078
c	Contained in reference (and intron isoform compatible)	323
k	Containment of reference (reverse containment)	0
j	At least one splice junction match	4234
e	At single exon, overlapping intron a possibly pre-mRNA fragment (un spliced intron)	420
o	Other same strand overlap with reference exons	1896
s	Intron match on the opposite strand (likely a mapping error)	158
x	Exonic overlap on the opposite strand (like ‘o’ or ‘e’, but on the opposite strand)	1754
i	Fully contained in a reference intron	28
y	Contains a reference within is intron(s)	5
p	Possible polymerase run-on (no actual overlap)	706
r	Repeat (at least 50% bases soft masked)	0
u	None of the above (unknown, intergenic)	2744

**Table A2:** RNA-seq data alignment results for three different samples.

Software	Usage	Parameter Settings/Webpage
Ensemble genome (version 2.8)	*C. thermophilum* reference genome used for the analysis	https://fungi.ensembl.org, accessed on 17 August 2021
FastQC (Version: 0.11.5)	The data quality assessment of raw sequence data	http://www.bioinformatics. babraham.ac.uk/projects/fastqc/, accessed on 17 August 2021
HISAT2 (Version: 1.3.3b)	The raw reads were mapped to *C. thermophilum* reference genome	[hisat2 -p 8 -x -max-intronlen 2000 -dta-U])
Stringtie (v1.3.4 release)	The mapped reads from HISAT2 for each sample were assembled separately	[stringtie -o -m 50 -p 8 -j 3 -c 5 -g 15])
GffCompare (Version: v0.10.1)	The program used to compare, merge, annotate, and estimate accuracy “query” files, when compared with a reference annotation	gffcompare-merge -K -o gffcomp -i
CPC2	The CPC2 calculate the coding or noncoding of the transcript	CPC2.py -i. Input.fasta -o output.txt
dc-mega BLAST (Version: 2.7.1+)	Sequence conservation analysis between different species	https://blast.ncbi.nlm.nih.gov, accessed on 17 August 2021
Blast2GO (Version 5.1.1)	Functional annotation such as GO term and EC number are extracted from the software	http://docs.blast2go.com/, accessed on 17 August 2021
blastx.	Finds regions of local similarity between sequences	https://blast.ncbi.nlm.nih.gov/, accessed on 17 August 2021
T-Coffee software	Pairwise similarity score are calculated	http://tcoffee.crg.cat/, accessed on 17 August 2021
phyloT	Visualization of phylogenetic tree different species	https://phylot.biobyte.de, accessed on 17 August 2021
pyfaidx python package	Allowing for fast random access to any subsequence in the indexed FASTA file	https://pypi.org/project/pyfaidx/, accessed on 17 August 2021
R (Version 3.3.3)	Creating figures and GO annotation package	http://www.R-project.org/, accessed on 17 August 2021

# Supplementary material for: Global Transcriptome Characterization and Assembly of the Thermophilic Ascomycete Chaetomium thermophilum
**Source:** Genes (Basel). 2021 Sep 29;12(10):1549. doi: 10.3390/genes12101549
**Supplement:** Supplementary file 1

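The table gives, for each of the 3 samples, the number of reads that entered the mapping and the share of them that HISAT2 aligned to the genome. These are sums that can be formed from the counts as well, since the counting lists unaligned reads and reads assigned to no gene beside the counts on genes. For replicates 1, 2, and 3 the counts on genes and the unassigned reads add up to 69350606, 73230226, and 59976502 reads, of which 2814248, 3027976, and 2501556 were not aligned. Replicate 3 thus had the fewest reads and the fewest counts on genes, 40119164.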

Table- 1A: RNA-seq data alignment results for reads of different samples.

| Sample name | Input read | overall alignment rate |
|-------------|------------|------------------------|
| G1          | 69350606   | 95.94%                 |
| G2          | 73230226   | 95.87%                 |
| G3          | 59976502   | 95.83%                 |

Table- 1B: Different classes of assembled transcripts

| Class code | Description                                                                          | Total annotation |
|------------|--------------------------------------------------------------------------------------|------------------|
| =          | Complete match of intron chain                                                       | 3078             |
| c          | Contained in reference (and intron isoform compatible)                               | 323              |
| k          | containment of reference (reverse containment)                                       | 0                |
| j          | At least one splice junction match                                                   | 4234             |
| e          | At Single exon, overlapping intron a possibly pre-mRNA fragment (un spliced intron)  | 420              |
| o          | Other same strand overlap with reference exons                                       | 1896             |
| s          | Intron match on the opposite strand (likely a mapping error)                         | 158              |
| x          | Exonic overlap on the opposite strand (like , 'o' or 'e' but on the opposite strand) | 1754             |
| i          | fully contained in a reference intron                                                | 28               |
| y          | Contains a reference within is intron(s)                                             | 5                |
| p          | Possible polymerase run-on (no actual overlap)                                       | 706              |
| r          | repeat (at least 50% bases soft masked)                                              | 0                |
| u          | none of the above (unknown, intergenic)                                              | 2744             |

How the deposited data were processed for this re-analysis (not part of the article)

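RNA of *C. thermophilum* mycelium from 3 independent cultures of 1 condition was measured by poly(A)-selected, stranded, single-end sequencing. The authors mapped the reads with HISAT2 to the Ensembl genome of *C. thermophilum* and deposited, for each replicate, the raw count of reads on each gene of the previous annotation, without normalization. The identifiers and the summary lines at the end are those that HTSeq-count writes. The paper's text does not name the version of the counting program, its strand setting, the feature that was counted, or the minimum alignment quality. The authors' own assembly, their merged transcripts, and their coding, GO, and E.C. assignments are not part of the counts. They were taken from the parts of Tables S2 and S3 that could be read here, which hold 1997 noncoding genes and 1727 coding transcripts of 1235 genes. The 1727 are 11.2% of the 15363 coding and noncoding transcripts together, of which the paper gives 9772 as coding. The gene sets thus come from the first scaffolds and are not a random sample. Shares and differences found in them may not hold for the whole tables.

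The depth was 47294066, 50128481, and 40119164 counts on genes in replicates 1, 2, and 3, so that 3 counts correspond to 0.0634, 0.0598, and 0.0748 CPM. Shares of counts are given with Wilson 95% confidence intervals, which cover the counting error only, since reads without molecular identifiers are not independent molecules. CPM was calculated from the counts on genes of each replicate and averaged over the 3 replicates, and comparisons were made on the log2(CPM + 1) scale. Values over replicates are means with SD (n = 3). The spread between replicates was estimated with edgeR 4.0.16 (TMM normalization, common dispersion, genes with at least 10 counts in every replicate), and DESeq2 1.42.0 was used for alternative size factors and dispersions, in R 4.3.3. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and matplotlib 3.10.9 for the plots.

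All samples are of the same condition, so no test compares groups of samples. The comparisons are between sets of genes: 6 differences in the median of log2(CPM + 1), each with a two-sided permutation test across genes (100000 resamples) and Benjamini-Hochberg adjustment over the 6. Genes are not independent replicates, and these p-values describe the genes in these samples. The sets were formed from class codes, GO terms, E.C. numbers, and the numbers of transcripts per gene in the tables, joined by the previous identifier. Class codes and numbers of transcripts come from an assembly of the same reads that were counted, so sets formed from them are not independent of the counts. For GO terms, E.C. numbers, numbers of transcripts, and antisense noncoding genes, a previous gene enters if a coding transcript of class code =, j, c, e, or o names it. For genes listed only on the opposite strand, only scaffolds that the used part of Table S3 covers to the end were taken, and noncoding genes with several class codes were left unresolved. These restrictions were made when the tables were joined. The genes named in the text are every gene the paper names that could be joined to the counts, and the 5 CTHT and 3 ENSRNA genes with the highest mean CPM. Genes that are named beyond this rule, for class code s and for the opposite strand, were chosen after seeing the data.

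A gene was taken as not detected when it had fewer than 10 counts in every replicate. A rule on mean coverage was set as the first choice, but it needs exon lengths, and no reference genome or annotation was used here, so the rule on counts took its place as laid down beforehand. For the same reason, the expression of previous genes without a listed transcript, the ratio of new to previous transcript lengths, and counts per kilobase of exon were not analysed here. Which CTHT genes are coding was not known, so all 7473 were taken as a single group. The alternatives set before the data were examined are another pseudocount, other filters on low counts, TMM and DESeq2 size factors, the mean in place of the median, DESeq2's gene-wise dispersions, coding genes only, totals with the HTSeq summary lines, other detection rules, and each replicate left out in turn. After seeing the data, 3 alternatives were added: leaving out CTHT_0000050, taking it as noncoding, and dividing CPM by the length of the longest listed transcript.

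The permutation test was tested on simulated data. Of 100 random sets of genes, 5 were called at a p under 0.05, and of 100 sets raised 2-fold, 88 were called. Random sets are exchangeable, so the first number does not test an effect of dependence between genes. The simulated sets were of a single size, unlike the sets compared here. A 2-fold rise is larger than the differences for complete intron match, several transcripts, GO terms, and E.C. numbers, so the power for those was not tested.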

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

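The test on CTHT_0000050 was chosen only after its counts had been seen. The design has 1 condition, so no biological explanation was tested for any of the results in this part.

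CTHT_0000050 stands out because it receives 14.1% ± 8.08 (SD, n = 3) of the counts on genes, far more than any other gene. The paper does not name this gene, but it counts ribosomal RNAs among highly expressed contaminants of its noncoding transcripts. Its share rises from 7.42% in replicate 1 to 11.8% in replicate 2 and 23.1% in replicate 3. A candidate explanation, in the sense of that statement, is that its counts are reads of ribosomal RNA. Table S2 lists a noncoding gene over it on the same strand, and antisense noncoding genes in the same interval overlap a feature named for the RNA of the small ribosomal subunit. Table S3 lists a coding gene, Gene000001, on the opposite strand of CTHT_0000050 as well. If the reads come from a locus of ribosomal RNA, reads that overlap more than 1 gene could rise along with the counts of CTHT_0000050. Their share of the input reads rose by a factor of 2.75 between replicates 1 and 3, and that of CTHT_0000050 by a factor of 3.05, while the share of reads on no gene changed by a factor of 0.929. Reads of any abundant RNA at a locus of overlapping features could raise both shares, and both had been seen before, so this does not tell ribosomal RNA from another transcript. The sequence of the locus was not used here. Whatever their source, these reads enter the total of each replicate and lower the CPM of the other genes, most in replicate 3.

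Reads on no gene of the previous annotation made up 24.9% ± 0.924 of the input reads (SD, n = 3), which is a signal in reads that the counts on genes leave out. The share was 25.9%, 24.9%, and 24.0% in the replicates. The positions of these reads are not given by the counts, so no explanation was tested. Untranslated regions, unannotated genes, and transcripts on the opposite strand of a gene all lie outside of the previous genes if reads were counted by strand.

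CTHT_0009130 stands out among the 20 previous genes that are listed only on the opposite strand, since it had 49.9 ± 7.07 CPM (SD, n = 3), while the other 19 had at most 100 counts in every replicate. It is named only by NoncodingGene000595, on the plus strand of scaffold scf7180000011812 from 509424 to 509734 with class code x. Table S3 lists Gene000917 on the minus strand of the same scaffold from 507989 to 512015, across this interval, with CTHT_0009140 as its previous gene. The position of CTHT_0009130 itself was not used here. By class code x it overlaps NoncodingGene000595 on the opposite strand, so Gene000917 appears to cover at least a part of it, under the identifier of another previous gene. Whether Gene000917 includes both previous genes was not tested.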

How the results depend on the processing

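The alternatives were set before the data were examined, except leaving out CTHT_0000050, taking it as noncoding, and dividing CPM by the length of the longest listed transcript, which were chosen after seeing the data. Of the 149 alternatives that were run, 59 are of the 6 differences between gene sets, and none of these reversed its direction. The others are of totals, correlations, numbers of genes, shares, and CPM, which have no direction. No paired analysis was possible because all replicates are of 1 condition.

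The 6 comparisons of gene sets kept their direction and their side of the threshold under every alternative that was set before the data were examined, though for the genes with a complete intron match the permutation p lay at the threshold of 0.05 without replicate 1. The filter on genes with at least 10 counts in every replicate removed no gene from 5 of these comparisons, so it shows no stability there. For genes listed only on the opposite strand it selects on the counts that are compared, so it shows none there either. With CPM divided by the length of the longest listed transcript, the difference for genes with several transcripts fell from 0.49 to 0.27 and was no longer past the threshold (permutation p = 0.121). The longest of several transcripts tends to be longer than a single one, so the division itself tends to lower this difference. The differences for genes with a complete intron match, GO terms, E.C. numbers, and antisense noncoding genes were 0.63, 0.73, 0.76, and 1.40 under this alternative. This one was not run for genes listed only on the opposite strand, which have no listed length of their own.

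The number of CTHT genes not detected depends on the rule most of all. It was 648 with fewer than 10 counts in every replicate, 300 with 0 counts, 991 with CPM under 1, and 1192 with at most 100 counts, and from 659 to 678 across the 3 settings that each left out a replicate. For ENSRNA genes it was 261, and 117 with 0 counts. The smaller number follows from the stricter rule. The total per replicate was 45847237 counts on genes and 67519111 reads with the HTSeq summary lines. The share of counts on noncoding genes was 0.0281% and became 14.1% with CTHT_0000050 taken as noncoding.

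Replicate 3 has the largest effect on the spread between replicates. The biological coefficient of variation was 0.245, and from 0.152 to 0.314 across the 3 settings that each left out a replicate, with the lowest value without replicate 3. From DESeq2's median gene-wise dispersion it was 0.158, and the cause of this difference was not tested. The lowest Pearson's r between replicates was 0.975, and from 0.975 to 0.994 across the settings that left out a replicate. For the CPM of single genes, 6 alternatives moved the value by more than the SD between replicates and 47 did not.

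The mean coverage rules, CPM per kilobase of exon, the expression of genes without a listed transcript, and the ratio of new to previous transcript length were not run, since they need a reference annotation that was not used here. The depth limits what can be said of single genes at the floor: a gene with 0 counts in every replicate was not detectable at 0.0598 to 0.0748 CPM, and this does not show that it is absent.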

Differences from the paper's values

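Values set beside the paper's were listed as different when one was more than 1.5 times the other, a wide margin, and under the settings chosen first none was. For genes not detected, the paper's values are 749 coding and 254 noncoding genes, and the values here are 648 CTHT and 261 ENSRNA genes. The rules differ, since the paper counts genes without an overlapping transcript, and the gene lists differ as well: the paper gives 7165 coding and 387 noncoding genes for the previous annotation, and the files list 7473 CTHT and 312 ENSRNA genes. Among the alternatives set before the data were examined, CPM under 1 (991) and each replicate left out in turn also stay within this margin of the paper's value for coding genes, while 0 counts (300) and at most 100 counts (1192) do not. For noncoding genes only 0 counts (117) does not.

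The paper describes class code j as covering the majority of coding transcripts. In the part of Table S3 used here, class code j is the most frequent with 731 of 1727 coding transcripts, but its share is 42.3%. The rest of that table was not used here. The paper's own table of class codes gives 4234 transcripts of class code j, and if all of them were coding, they would be 43.3% of the paper's 9772 coding transcripts.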

Other observations

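The tests on replicate 3 and on antisense noncoding genes were chosen after these patterns had been seen. Of all tests in this part, the one with CTHT_0000050 left out and the one on class code s were chosen only after their result had been seen, the latter for 6 of its 46 genes. The fold differences between single replicates were not among the results laid down before the data were examined. All samples are of 1 condition, so no biological difference between samples was tested.

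Replicate 3 differs from the other replicates. Among 6661 genes with at least 10 counts in every replicate, 1883 differed by more than 2-fold in CPM between replicates 1 and 3. Of these, 1830 were higher in replicate 1. Between replicates 2 and 3, 538 genes differed, and 27 differed between replicates 1 and 2. With CTHT_0000050 left out and TMM normalization, 618 genes differed between replicates 1 and 3, 232 between replicates 2 and 3, and 34 between replicates 1 and 2. Of the 618 genes, 323 were higher in replicate 1 and 295 in replicate 3. TMM centers the ratios between replicates, so this balance largely follows from the method. Without CTHT_0000050 the TMM factors still were 1.17 for replicate 1 and 0.852 for replicate 3. Both steps were applied together, so their parts cannot be told apart. The number of differing genes thus depends strongly on how the replicates are scaled, but the scaling does not account for all of the difference. The lower depth of replicate 3 was tested by thinning replicate 1 to the same number of counts, after which 21 genes (median of 10 draws) differed from replicate 2, so depth alone does not give the difference. Of the genes that differed between replicates 1 and 3, 499 remained among the 5792 genes with at least 100 counts in every replicate, so the noise of low counts does not give it either. Partial degradation of the RNA may depend on transcript length. Spearman's rho across 1034 genes between the listed length and the change in replicate 3 was -0.03, and 0.16 for replicate 2 against replicate 1, so no relation with length was seen for replicate 3. Across 6661 genes, rho between the change and mean expression was 0.24. These are correlations across genes, which are not independent replicates.

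A different state of the culture would also be a candidate explanation for replicate 3. With at least 15 genes per GO biological process only 2 processes could be tested, and 0 had an adjusted permutation p under 0.05 (0 at an unadjusted p under 0.05). With the minimum lowered to 5 genes, after this had been seen, 52 processes were tested and again 0 passed after Benjamini-Hochberg adjustment, while 8 had an unadjusted p under 0.05. Of these 8, cleavage and maturation of small-subunit ribosomal RNA had differences in the median change of -0.61, -0.70, -0.70, and -0.51. The difference was -0.58 for mRNA splicing and -0.54 for RNA metabolic process. It was 0.54 for regulation of cellular process and 0.36 for translation. These sets are of few genes and may share genes, so no conclusion was drawn from them. A state of the culture and an effect of the library cannot be told apart with 1 sample.

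The strand setting of the counting was tested. Were reads counted without regard to strand, genes that are covered only by a transcript on the opposite strand would have about as many counts as other genes. Their median log2(CPM + 1) differed by -4.90 from that of genes with a transcript on the same strand (permutation p = 1.00e-05, the smallest possible), and the test was laid down before its result was seen. Counting without regard to strand is therefore unlikely, but the test rests on 20 genes and on antisense transcripts with about as many reads as other genes, the p-value itself largely follows from how the sets were formed, and the paper's text does not name the setting.

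Previous genes with an antisense noncoding gene were expressed more highly than others (difference 1.18 in the median of log2(CPM + 1), higher in 3 of 3 replicates). Transcript length does not explain this. With genes compared only within 5 groups of similar length, the difference was 1.20 (permutation p = 1.00e-04 with 10000 resamples, the smallest possible). A candidate explanation is that a small share of the reads of a gene is read from the wrong strand and assembled as an antisense transcript. It was set beforehand that this would place an antisense noncoding gene at 50% or more of the genes in the highest group of 10 ordered by CPM, and the share was 36.5%. The share lies below this limit, but it counts only noncoding genes with class code x alone. The 42 noncoding genes of class code s and the 84 with several class codes were left out. The share may therefore be too low to be held against the limit. The limit was also a rough choice, and the share is far higher than in any other group (5.83% to 15.5%). The question was left open, a change that was made after the share had been seen.

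Transcripts of class code s have introns that match those of a gene on the opposite strand, and the paper's table of class codes calls them a likely mapping error. They lie at highly expressed genes. The 46 previous genes named by class code s, coding or noncoding, had a median of 527 CPM, and 1704 other previous genes named in the tables had a median of 29.3 CPM (difference of 4.12 in the median of log2(CPM + 1), permutation p = 1.00e-05, the smallest possible). For the 40 genes that are named by noncoding genes of class code s and had not been looked at before, the difference was 4.08 (permutation p = 1.00e-05). If reads were counted by strand, which the paper's text does not state, these are reads on the strand of the previous gene. Under this assumption the result is consistent with transcripts of class code s that are assembled from a small share of reads of abundant messenger RNAs on the wrong strand, which remains a hypothesis, since the reads themselves were not analysed here. Class code s requires introns, and the number of introns of the genes in both sets was not compared. If the hypothesis holds, it may also apply to a part of the antisense noncoding genes of class code x.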
